A study of Homo sapiens
Mus musculus and Drosophila melanogaster
Mus musculus and Mus musculus with 60 samples. Its data were reported in "A CpG island-encoded mechanism protects genes from premature transcription termination" (2023).

How the data were processed

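The series holds 60 samples in 20 groups from mouse embryonic stem cells (ESCs). The 12 libraries with values used here are calibrated chromatin immunoprecipitation sequencing (cChIP-seq) of H3K4me3, the trimethylation of lysine 4 on histone H3 that marks active promoters. All 12 came from the dTAG-SET1A/B line, in which SET1A and SET1B, the catalytic subunits of the SET1 complexes, carry a degradation tag (dTAG). The compound dTAG-13, given at 100 nM, recruits an E3 ubiquitin ligase to the tag, so that the tagged proteins are degraded. Groups were untreated cells and cells treated for 2, 4 or 24 h, with 3 replicates each, and were taken from the labels. The SET1A, ZC3H4 and RNA polymerase II libraries and the inputs of the series were not analysed here. The study's methods call its replicates biological, and the labels do not say that they were separate cultures, so the p-values measure the spread between these samples, which may be technical.

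According to the study's methods, the authors mixed ESCs with Drosophila SG4 cells before native chromatin immunoprecipitation, so that Drosophila reads could serve as a spike-in for calibration. Reads were aligned with Bowtie2 to joined mouse (mm10) and Drosophila (dm6) genomes, reads that mapped to several places were discarded and duplicates were removed with Sambamba. The submitters' processing notes name Bowtie2, deepTools and MACS2 and the builds mm10, dm6 and hg19, without versions. Peaks were called by the authors with MACS2 in broad mode against matched input, and those shared by the 3 untreated replicates and overlapping a transcription start site (TSS) were kept. The signal values the authors deposited are reads counted in these peaks with BEDTools and divided by 1 size factor per library, and their mean over the 12 libraries stands in a further column. The size factors came from Drosophila reads around TSSs, corrected for the share of Drosophila reads in the input. The deposited RPKM columns divide these values by peak length and by their own library sum, which removes the calibration, so neither they nor the deposited log2 RPKM columns were used for tests. The log2 fold changes against untreated, their Wald score and the p-values that the authors deposited came from DESeq2 with the spike-in size factors, and are named below as the authors' deposited table. Their methods set a threshold of adjusted p under 0.05 and a fold change over 1.5. Peak widths were deposited in base pairs and kilobases.

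The table of values held 14065 rows, 1 per TSS, which stand for 12620 distinct peaks. A peak with several TSSs repeats the same values, and 1445 rows repeated another row's peak, with up to 4 rows for 1 peak. Each peak was therefore tested once. RefSeq transcript identifiers were given symbols from the RefSeq annotation of the mouse reference genome of the same coordinates as mm10 (13964 identifiers) and from GENCODE (62 more), and 39 stayed without a symbol. The annotated TSS lay inside its peak for 13907 of the 13964 placed transcripts (99.6%). Peaks had a median width of 2023 bp (232 to 30317 bp) and a median of 4.48 CpG dinucleotides per 100 bp over the 12618 peaks with reference sequence. Where a peak covers the TSSs of several genes, both symbols are given with a stroke. Coordinates are mm10, counted from 1.

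Multiplying each library's values by 1 factor (0.639 to 1.59) gave whole numbers for 100% of values within a tolerance of 0.001, with a largest deviation of 4.23e-06. On this reading each library had 8904055 to 17385077 reads over the distinct peaks, and its smallest value stood for 9 to 29 reads. Because no peak was near a count of 1, the scale of 1 read could not be read off the values directly and no count test was run. The test was limma (version 3.58.1, in R 4.3.3) with an intensity trend and robust variance on log2(value + 1), and fold changes are on that scale. All 12 libraries entered 1 fit with a group term, which left 8 residual degrees of freedom, with 0.375 to 25.4 prior degrees of freedom per peak. The p-values were adjusted over all peaks by the Benjamini-Hochberg method, and peaks passed at adjusted p under 0.05. A filter of at least 10 in at least 3 libraries left out 0 peaks. Tables were read with the data.table package (version 1.17.8), pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

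The level over all peaks was the median log2 change of a library against the mean of the untreated libraries, tested by exact two-sided permutation of the 3 against 3 libraries, which cannot give a p below 0.1. The permutation does not pair libraries by replicate number, so differences between replicate numbers add to the spread that its p measures. Changes were set against the CpG content, width and signal level of the peaks (mean signal per kilobase over the 12 libraries) by Spearman correlation across peaks, which are not independent replicates, and by 5 bins of equal size, whose difference was tested per library by the same exact permutation. A set of 945 genes in 25 lists was fixed before the data were examined, as were the tests, the alternatives and the naming rule below; 701 of these genes had a peak, 13 of them through an older symbol. A gene with several peaks was represented by the peak with the highest mean signal. Lists were tested against all other peaks with camera at a preset correlation of 0.01 between peaks, with the p-values adjusted over the 25 lists. This set test compares moderated t values, the change over its standard error, and not the changes themselves. Its direction can therefore differ from that of a list median. The lists were tested again with an estimated correlation, and with fry, which asks whether a list moves one way on balance and not whether it differs from other peaks. Among the marker lists of other cell types, 4 of 13 primitive endoderm, 5 of 10 trophectoderm and 5 of 11 neural genes also belong to the list of bivalent regulators, and 0 of 12 fibroblast markers do. Of the 3 measured two-cell-like genes, 1 also belongs to the list of KRAB zinc finger genes. The 4 study example genes are genes that the study shows for the same cell line and are not independent evidence.

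Named peaks followed a fixed rule. For each time against untreated, it takes the 8 largest decreases and the 8 largest increases past the test with a mean signal of at least 100 and all 3 treated libraries on one side of all 3 untreated ones. It adds Setd1a, Setd1b, the study's example genes Mcat, Spice1, Rft1 and Hif1an, and from each list up to 3 members with the smallest p at 24 h or at another time described. Any other gene is named only where a count of 5 or fewer is involved.

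The labels number the replicates 1 to 3 in every group. Deviations of the libraries from their group means correlated at 0.14 to 0.78 in the 18 pairs with the same number (mean 0.53) and at -0.72 to 0.18 between different numbers (mean -0.26), and all 12 libraries correlated best with their own number. The numbers therefore pair the libraries. The fit with the replicate number as a block was an alternative, with 6 residual degrees of freedom, and its counts stand beside those of the fit without it where they differ by more than 1.5 times. The fit without the block was fixed as the main one before the data were examined, and it ignores the pairing. Its median standard error at 2 h was 0.178, against 0.101 with the block and 0.108 in the authors' deposited table. A peak that did not pass the main fit may therefore pass with the block. Log2 values of libraries of 1 group correlated at 0.948 to 0.986 across peaks. The 3 comparisons with untreated cells share the untreated libraries, so overlaps between them are given beside 100 simulated draws without effects.

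Other alternatives were TMM and median-of-ratios scaling, which centre each library on no net change, library totals, only the 2 groups compared, a mean signal of at least 100, pseudocounts of 0.5 and 10, the authors' deposited table, and leaving out each library or each replicate number. The test was tried on simulated data with 50 changed peaks per fold size among 12620. It recovered 18% of 1.5-fold, 72% of 2-fold and 96% of 3-fold changes at 2 h. These shares were 18%, 82% and 96% at 4 h, and 20%, 62% and 92% at 24 h. It called 8, 8 and 10 unchanged peaks at 2, 4 and 24 h. The simulated noise was independent between peaks and libraries, without a replicate structure or a common shift. These shares and counts therefore do not carry over to the measured libraries, which have a structure by replicate number.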

Results

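H3K4me3 was measured by cChIP-seq at 12620 TSS-associated peaks in the dTAG-SET1A/B line of mouse ESCs, in untreated cells and after 2, 4 and 24 h of treatment with 100 nM dTAG-13, with 3 libraries per group. SET1 complexes deposit H3K4me3 and bind CpG-rich promoters, and the series asks what happens to this mark when SET1A and SET1B are removed together. Recovered reads over the peaks were 10917344 to 13715574 in the untreated libraries, 8904055 to 12870172 at 2 h, 13507774 to 15074238 at 4 h and 11461111 to 17385077 at 24 h. Values are normalised read counts on the spike-in calibrated scale, on which the median peak of a library stood at 688 to 1190. The lowest value of any library stood for 9 reads.

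H3K4me3 was lower across promoters at 2 and 4 h of SET1A/B depletion, with a median closer to the untreated level at 24 h. The library medians at 4 h differed from those at 2 h by -0.16 to 0.004 in the 3 pairs (exact permutation p = 0.7). The median peak lay 22.6% below its untreated level at 2 h, 26.7% below at 4 h and 10.1% below at 24 h, which are log2 changes of -0.37, -0.45 and -0.15. Signal summed over all peaks was 75.4% ± 7.51 of the untreated mean at 2 h, 71.9% ± 10.3 at 4 h and 88.2% ± 16.2 at 24 h (SD, n = 3, with 7.70 in untreated cells). The library medians averaged -0.37 ± 0.12 at 2 h, -0.45 ± 0.19 at 4 h and -0.15 ± 0.25 at 24 h (SD, n = 3), against -0.0013 ± 0.11 in untreated cells. All 3 libraries lay below all 3 untreated ones at 2 h and at 4 h (exact permutation p = 0.1 each, the smallest p that 3 against 3 can give), and this was not so at 24 h (exact permutation p = 0.6). Between libraries with the same replicate number the change was -0.45 to -0.30 at 2 h, -0.61 to -0.30 at 4 h and -0.36 to 0.014 at 24 h, so the direction at 24 h differed between replicates. Without replicate 2 of the 24 h group, the 24 h median was -0.0089. Scaling to library totals, which sets the sum of each library alike and so removes a common change, placed the medians at 0.038, 0.036 and 0.043.

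**Figure D1:**
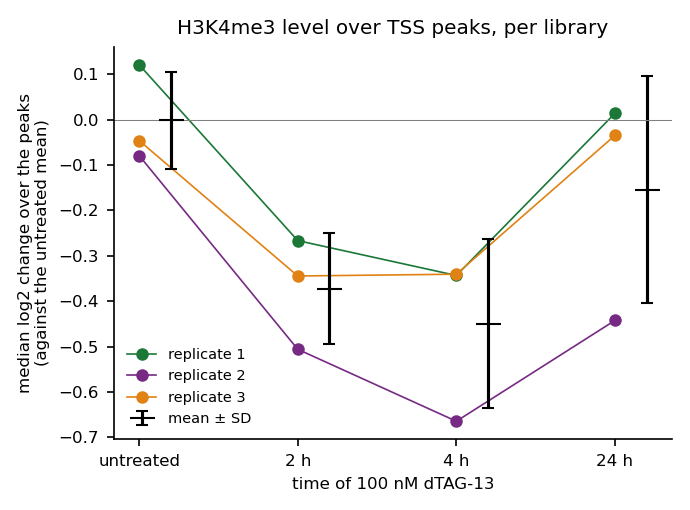
H3K4me3 level over all peaks in each library. The y axis is the median log2 change of 12620 peaks against the untreated mean and the x axis is time of dTAG-13 treatment (4 times, equally spaced), with coloured points for libraries joined by replicate number and black marks for the mean ± SD (n = 3). The 3 libraries at 2 h (-0.51 to -0.27) and at 4 h (-0.66 to -0.34) lie below all 3 untreated libraries, and those at 24 h spread from -0.44 to 0.014.

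After 2 h of dTAG-13, the first time measured, H3K4me3 fell at 2651 of 12620 peaks (21%) and rose at 0 (9606 and 1 with the replicate block). Among peaks past the test with a mean signal of at least 100 and no overlap between the 2 groups, the largest decrease was at D1Pas1, and the 8 largest also included Prss42 and Hsf2bp. D1Pas1, a DEAD-box helicase gene of male germ cells (NM_033077, chromosome 1, 186966668–186968462), fell from 509 ± 35.0 normalised reads in untreated cells to 163 ± 54.9 (SD, n = 3), a log2 change of -1.68 ± 0.24 (SE, adjusted p = 0.00053). Prss42, a testis serine protease gene (NM_153099, chromosome 9, 110796406–110798507), fell from 599 ± 46.0 to 215 ± 19.4 (-1.48 ± 0.26, adjusted p = 0.0041), and Hsf2bp, a meiotic recombination factor, fell from 819 ± 165 to 292 ± 77.5 (adjusted p = 0.03). Cd80, which encodes a costimulatory ligand for T cells, had -1.47 ± 0.31 (adjusted p = 0.0066), and Spn -1.47 ± 0.42, which encodes the leukocyte sialoglycoprotein CD43 (adjusted p = 0.029). The other peaks among the 8 largest decreases were Cul4b, a ubiquitin ligase scaffold gene (-1.48), Gtsf1l (-1.43) and Fam111a, a protease gene linked to DNA replication (-1.41).

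The peaks past the test at 2 h included genes of ESC identity and of growth control. Among pluripotency genes, 4 of 28 peaks fell (4 adjusted over the list alone, 28 with the replicate block), among them Lefty1 and Lefty2, antagonists of Nodal signalling (log2 changes -1.24 and -1.27), and the transcription factor gene Zic3 (-0.96). Of p53 target genes, 14 of 20 fell (17 adjusted over the list alone), including the cell cycle inhibitor Cdkn1a (-0.94 ± 0.19, adjusted p = 0.0048), Zmat3/4930429B21Rik (-0.87) and the pro-apoptotic Pmaip1 (-0.71). Of DNA damage response genes, 13 of 29 fell (22 adjusted over the list alone, 28 with the block), such as the Fanconi anaemia genes Fancf and Fancl (-0.76 each). Cell cycle genes fell at 11 of 38 peaks (29 adjusted over the list alone, 37 with the block), with cyclin gene Ccnb2 at -0.68, the checkpoint kinase gene Bub1b at -0.74 and Mki67 at -0.64. Of mitochondrial respiratory chain genes, 23 of 71 fell (32 adjusted over the list alone, 70 with the block), among them the ATP synthase genes Atp5e (-0.78) and Atp5d (-0.74). Heat shock and unfolded protein genes fell at 7 of 18 peaks (11 adjusted over the list alone, 18 with the block), including the co-chaperone gene Bag3 (-0.83) and the chaperone gene Canx (-0.85). Imprinted genes fell at 9 of 24 (11 adjusted over the list alone, 21 with the block), with the noncoding RNA gene Meg3 at -0.92, Peg10/Sgce at -0.78 and Kcnq1ot1 at -0.82.

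The median changes of developmental regulators at 2 h were smaller than that of all peaks. Of 27 Hox gene peaks, 0 fell by limma (0 at an unadjusted p under 0.05, 3 with the replicate block, and 3 in the authors' deposited table), with a median log2 change of -0.13, and of 119 bivalent developmental regulators, which carry both active and Polycomb marks in ESCs, 6 fell (0 adjusted over the list alone, 30 with the block), with a median of -0.16. The neural crest regulator Sox10 (-0.59), Dlx3 (-0.60) and Zic5 (-0.76) were among those 6. Relative to all peaks, Hox genes lay 0.24 higher and bivalent regulators 0.21 higher, so both medians turn above 0 on the TMM scale (0.25 and 0.22), which centres each library on no net change. Trophectoderm markers lay 0.15 higher relative to all peaks, and 1 of 10 fell, Tfap2c at -0.70 (1 adjusted over the list alone, 4 with the block). The set test placed these 3 lists above other peaks (adjusted p = 4.3e-09, 7e-13 and 0.038). It placed p53 targets (1.6e-07), DNA damage response (0.0022), imprinted, mitochondrial, cell cycle and heat shock genes (0.036 each) below them, and with the block also pluripotency (1.4e-11), ribosomal protein, histone and termination genes. None of the 9 lists held with an estimated correlation (adjusted p = 0.995 for each), nor did any list called with the block (at least 0.829). By fry 0 lists were called at 2 h (lowest adjusted p 0.0851, and 19 lower with the block). Without replicate 3, 0 lists were relatively higher, and without replicate 2, 6 were.

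The genes of the depleted proteins did not pass the test at 2 h. The Setd1a peak (NM_178029, chromosome 7, 127775699–127778504) had 2034 ± 206 normalised reads untreated and 1548 ± 170 at 2 h (SD, n = 3; log2 change -0.40 ± 0.18, adjusted p = 0.087, or 7.5e-05 with the block), and the broad Setd1b/Rhof peak had a log2 change of -0.56 ± 0.34 (adjusted p = 0.17, or 2.4e-05 with the block). Among SET1 complex subunits 0 of 11 fell by limma (4 at an unadjusted p under 0.05, 0 adjusted over the list alone, 10 with the block and 10 in the authors' deposited table). Peaks fell at 2 of 9 MLL-type methyltransferase and partner genes, Paxip1 (-0.67) and Men1 (-0.58), at 2 of 8 demethylase genes, Kdm1a (-0.59) and Kdm2b/A930024E05Rik (-0.64), and at 4 of 34 termination and Integrator genes, among them Srrt (-0.88), which links RNA cap binding to 3' end processing. Adjusted over the list alone, these counts were 2, 3 and 3, and with the block 8, 8 and 34. With TMM the medians of the MLL-type genes (-0.37 on the calibrated scale), the demethylase genes (-0.36) and the example genes (-0.31) turn to 0.005, 0.015 and 0.063. Of the 4 example genes the study chose, which are not independent evidence, Mcat (-0.47, adjusted p = 0.046) and Rft1 (-0.53, adjusted p = 0.032) fell (2 adjusted over the list alone, 2 with the block), Hif1an had -0.10 and Spice1 -0.15.

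The 2 h counts depended on the scale and on single libraries. All 2651 peaks were also lower in the fit with the replicate block, which called 9606 lower and 1 higher (Npas4, named after its value was seen, log2 change 0.41), and over 1.5-fold the counts were 1448 lower without the block. The authors' deposited table has 9698 lower and 1 higher, all 2651 among them, and 9521 of its lower peaks were also lower with the block. It has 2084 lower over 1.5-fold. TMM called 197 lower and 50 higher. Without untreated replicate 1 limma called 13 lower, without replicate 2 of the 2 h group 263, without untreated replicate 3 1718, without 2 h replicates 1 and 3 1583 and 1680, without 4 h replicate 2 4210 and without 24 h replicate 2 6023. Of the 69 peaks named here by the rule and past the test at 2 h, 18 passed with TMM, 3 without untreated replicate 1 (D1Pas1, Fam111a and Lefty1), 24 without 2 h replicate 2 and 42 without untreated replicate 3. With all 4 libraries of replicate 1 left out, limma called 0 peaks, and so 0 of the 69. All 3 treated libraries lay below all 3 untreated ones at 57.0% of peaks, and above them at 2 peaks. The chance of either order is 5% for a single peak. Peaks of a library share its calibration and level and are not independent, so the share of peaks cannot be set against that 5%.

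After 4 h H3K4me3 fell at 6220 of 12620 peaks (49.3%) and rose at 0 (10737 and 2 with the replicate block). Under the same limits on signal and overlap, the largest decrease was at Prss42, which fell from 599 ± 46.0 to 134 ± 48.8 normalised reads (SD, n = 3; log2 change -2.23 ± 0.26, adjusted p = 6.3e-06). Renbp, which encodes an N-acylglucosamine epimerase (NM_001164704, chromosome X, 73929988–73931149), fell by 2.06 on the log2 scale (SE 0.25, adjusted p = 3.4e-06). Rps23rg1, a retrogene of a ribosomal protein gene, had -2.17 ± 0.42 (adjusted p = 0.0046), and Gtsf1l had -2.04 ± 0.41 (adjusted p = 0.005). Cul4b (-1.96), Emp3, an epithelial membrane protein gene (-1.91), Accsl (-2.06) and Morc1, a germline silencer of transposons (-2.06, adjusted p = 0.0499), completed the 8 largest decreases. Morc1 did not pass with a pseudocount of 0.5 or without untreated replicate 1. Cd80 had -1.90 ± 0.31 and D1Pas1 -1.52 ± 0.24 at this time.

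Of all peaks 49.3% fell at 4 h (85.1% with the block). Shares of pluripotency, immediate early and germline genes without the block lay near that of all peaks. The highest share of a list past the test at 4 h was in p53 targets, where 18 of 20 fell (19 adjusted over the list alone), with Cdkn1a at -1.40 ± 0.19 (adjusted p = 1.1e-05), the antiproliferative gene Btg2 at -0.96 and the autophagy gene Trp53inp1 at -1.04. DNA damage response genes fell at 23 of 29 peaks (25 adjusted over the list alone), with Fancf at -0.82 and Brca2 at -0.75, and cell cycle genes at 30 of 38 (33), with Ccnb2 at -0.80 and the replicative helicase gene Mcm6 at -0.71. Respiratory chain genes fell at 53 of 71 (55 adjusted over the list alone), with Atp5e at -1.02 ± 0.16 and Ndufs8 of complex I at -0.95 ± 0.18. KRAB zinc finger genes, many of which encode repressors of transposons, fell at 65 of 97 (77), with Zfp940 at -1.08, Zfp770 at -0.93 and Zfp933 at -0.92. Heat shock and unfolded protein genes fell at 13 of 18 (14, Canx -1.07), imprinted genes at 15 of 24 (16, Meg3 -1.18, Phlda2 -0.82), immediate early genes at 12 of 24 (16, and 22 with the block; Dusp1 -0.73, Ier3 -0.71) and germline genes at 7 of 13 (8, and 11 with the block; the meiotic genes Stra8 -1.15 and Stag3/Gpc2 -0.99), where the first number in brackets is adjusted over the list alone. Pluripotency genes fell at 13 of 28 (13 adjusted over the list alone, 28 with the block), with Lefty1 at -1.82 ± 0.18, Tcl1 at -1.59 and Lefty2 at -1.35. Formative epiblast genes fell at 8 of 11 (8 adjusted over the list alone), with Otx2 at -0.63 and Pou3f1 at -0.52.

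Of 69 ribosomal protein genes, 21 fell (3 adjusted over the list alone, 69 with the block), such as Rpl10 (-0.97), and of 9 replication-dependent histone genes 2 fell (2 adjusted over the list alone, 9 with the block), H2bc6 (-0.76) and H2ax (-0.93). Bivalent regulators fell at 28 of 119 (13 adjusted over the list alone, 66 with the block), including the neurogenic gene Neurog1 (-0.84) and Pitx2 (-0.60), and Hox genes at 2 of 27 (0 adjusted over the list alone, 9 with the block), Hoxc13 (-0.43) and Hoxb13 (-0.64). On the TMM scale Hoxc13 instead had 0.027 and the list medians, -0.24 for Hox and -0.30 for bivalent genes, turn to 0.21 and 0.15. Markers of other cell types fell at 4 of 12 fibroblast (3 adjusted over the list alone, 9 with the block), 6 of 12 primitive endoderm (6 and 10), 4 of 10 trophectoderm (4 and 8) and 4 of 11 neural peaks (2 and 8), among them Fn1/Apol7d (-0.81), Amn (-1.11), Tfap2c (-0.79) and Elavl3 (-0.67). The endoderm median stayed below 0 on the TMM scale, and the other 3 medians turned above 0. Two-cell-like genes fell at 1 of 3 (1 adjusted over the list alone, 2 with the block), Zfp809 (-0.70), which also belongs to the list of KRAB zinc finger genes.

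Genes of the depleted complexes fell in part at 4 h, when 49.3% of all peaks fell. Setd1a fell (-0.50 ± 0.18, adjusted p = 0.024), and Setd1b/Rhof had -0.65 ± 0.34 (adjusted p = 0.094, or 9.3e-07 with the block). Of the SET1 complex subunits 4 of 11 fell (0 adjusted over the list alone, 11 with the block), with Ash2l at -0.50, Hcfc1 at -0.47 and Cxxc1, the subunit that binds unmethylated CpG, at -0.43 (0.022 with TMM). Peaks fell at 3 of 9 MLL-type genes (3 adjusted over the list alone, 8 with the block) and 3 of 8 demethylase genes (3 and 8), whose medians of -0.41 each turn to 0.046 and 0.045 with TMM, and at 23 of 34 termination and Integrator genes (25 adjusted over the list alone), among them Ppp1r10/Mrps18b (-0.96), Srrt (-0.87) and Ints2 (-0.68). Of the study's example genes, which it chose, Mcat (-0.53) and Rft1 (-0.75) fell (2 adjusted over the list alone, 3 with the block), Hif1an had -0.26 (adjusted p = 0.24) and Spice1 -0.13 (adjusted p = 0.44). Spice1 was higher with TMM (0.32, adjusted p = 0.019), the scale that removes the common fall.

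By the set test at 4 h, p53 targets (adjusted p = 9.7e-07) and DNA damage response genes (0.029) were lower relative to other peaks, and Hox (7.5e-05) and bivalent genes (6.8e-05) were higher, by 0.34 and 0.14 below and 0.20 and 0.14 above the median of all peaks. None of the 4 held with an estimated correlation (adjusted p = 0.985 for each). With the block 9 lists were lower, pluripotency (5.5e-09), cell cycle (4e-05) and ribosomal protein genes (6.3e-05) among them, and none of these held with an estimated correlation either (at least 0.905). By fry there were 17 lists lower (23 with the block) and 0 higher. Without replicate 3, 0 lists were relatively higher, and without replicate 2, 10 were relatively lower. At 2 and 4 h the set test placed ribosomal protein genes higher, past no threshold (adjusted p = 0.148 at each time), although their medians lay 0.07 below that of all peaks. The set test compares moderated t values and not the changes.

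The 4 h counts moved with the scale and with single libraries. The block called 10737 lower and 2 higher, Npas4 (0.44) and Golga7b (0.60), both named after their values were seen, and the authors' deposited table had 10863 lower and 2 higher, all 6220 among them. It had 3800 lower and 1 higher over 1.5-fold. Without the block 3360 were lower over 1.5-fold. TMM called 1079 lower and 608 higher, and 1 peak was higher at an unadjusted p under 0.05 on the calibrated scale. Without untreated replicate 1 limma called 2001 lower and without 4 h replicate 2 2211, and 61 and 66 of the 84 peaks named here by the rule and past the test at 4 h passed. With TMM 48 of the 84 passed. With all 4 libraries of replicate 1 left out, limma called 20 lower, and 6 of the 84 passed. All 3 treated libraries lay below all 3 untreated ones at 66.3% of peaks, which are not independent of each other (5% by chance holds for a single peak).

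After 24 h H3K4me3 remained lower at 164 of 12620 peaks (1.30%), each more than 1.5-fold, and rose at 0 in the fit without the replicate block. With the block 4102 were lower (32.5%) and 221 higher. Lefty1 (NM_010094, chromosome 1, 180933512–180938265) fell from 1314 ± 100 to 356 ± 55.6 normalised reads (SD, n = 3; log2 change -1.89 ± 0.18, adjusted p = 3.1e-08), and Prss42 had -1.96 ± 0.26 (adjusted p = 0.00034). Under the limits on signal and overlap given for 2 h, the largest decrease was at Gtsf1l (-2.06 ± 0.41, adjusted p = 0.047). Cyct, the testis form of cytochrome c (NM_009989, chromosome 2, 76359584–76360456), had -1.41 ± 0.22 (adjusted p = 0.00087), Renbp -1.42 ± 0.25 (adjusted p = 0.0026), and Aldoc, a glycolytic aldolase gene, -1.32 ± 0.30 (adjusted p = 0.02). Peaks of the noncoding transcripts Gm805 (-1.51) and NR_027936 (-1.39) completed the 8 largest decreases. Fam111a had -1.03 (adjusted p = 0.029).

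Metabolic and zinc finger genes were among the peaks still lower at 24 h, when 1.30% of all peaks passed (32.5% with the block). Of 71 respiratory chain genes, 2 fell (3 adjusted over the list alone, 51 with the block), Ndufs8 (-0.83 ± 0.18) and Atp5e (-0.75 ± 0.16), and of 97 KRAB zinc finger genes 3 fell (10 adjusted over the list alone, 56 with the block), Zfp940 (-0.84 ± 0.18), Zfp933 (-0.77 ± 0.17) and Zfp229 (-0.79 ± 0.19). Pluripotency genes had the lowest median of the 25 lists (-0.51), and 1 of 28 passed, Lefty1 (1 adjusted over the list alone, 25 with the block), with Lefty2 at -1.22 (adjusted p = 0.13) and Lin28a at -0.53 (adjusted p = 0.34, or 0.00015 with the block). The replicates differed here, and the pluripotency median was -0.40, -0.98 and -0.17 in pairs 1 to 3. The medians of ribosomal protein (-0.39), histone (-0.50), cell cycle (-0.36), DNA damage response (-0.36), heat shock (-0.30) and termination genes (-0.26) lay below that of all peaks, with 0 members past limma in each. At an unadjusted p under 0.05, 8, 0, 9, 14, 3 and 4 of them were lower, and with the block 59, 7, 28, 21, 14 and 22. Adjusted over the list alone, 6 DNA damage response genes and 0 of the other 5 lists were lower. Of the study's example genes 0 passed (1 adjusted over the list alone, 1 at an unadjusted p under 0.05, 2 with the block), with Rft1 at -0.60 (adjusted p = 0.067), Mcat at -0.26, Hif1an at -0.08 and Spice1 at 0.01, and Setd1a had -0.19 (adjusted p = 0.63).

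Medians of developmental gene lists lay above 0 at 24 h, with no peak past the test in the fit without the replicate block. The Hox median was 0.40 (0.57 with TMM, pairs 0.48, 0.028 and 0.72) and that of bivalent regulators 0.25 (0.42 with TMM, pairs 0.27, -0.078 and 0.54), and 0 of 27 and 0 of 119 passed limma over all peaks and over the list alone. At an unadjusted p under 0.05, 14 and 30 were higher, with the block 18 and 35, and 15 and 31 were higher in the authors' deposited table. Hoxa6 had a log2 change of 0.61 ± 0.22 (adjusted p = 0.18, or 0.01 with the block), Hoxc11 0.55 ± 0.21 (0.21 and 0.011), the forebrain regulator Foxg1 0.46 ± 0.16 (0.15 and 0.00043) and En1 0.59 ± 0.19 (0.11 and 0.0011). Markers of other cell types had medians of 0.18 for trophectoderm, 0.10 for neural, 0.09 for fibroblast and 0.08 for primitive endoderm genes, with 0 past limma (2, 2, 1 and 0 higher at an unadjusted p under 0.05; 3, 2, 1 and 0 higher with the block), such as Cdx2 (0.42, adjusted p = 0.25, or 0.016 with the block) and Twist1 (0.44, adjusted p = 0.19, or 0.0017 with the block). By the set test Hox (adjusted p = 1.9e-24), bivalent (2.5e-34) and these 4 marker lists (0.00067, 0.016, 0.019 and 0.0064) were higher relative to other peaks. The 8 lists that were relatively lower were respiratory chain (7.6e-06), DNA damage response and KRAB (4.1e-05 each), ribosomal protein (0.00073), pluripotency (0.0024), cell cycle (0.0033), termination and heat shock genes (0.024 each), joined by histone genes with the block (0.0053). None of these 14 held with an estimated correlation (adjusted p = 0.219 for Hox, 0.508 for bivalent, 0.943 for termination and 0.866 for the rest), nor did any list called with the block (at least 0.744). By fry there were 0 (lowest adjusted p 0.464, and 9 lower with the block).

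The 24 h counts also moved with the scale and with single libraries. The block called 4102 lower and 221 higher, and the authors' deposited table held 4178 lower and 186 higher, all 164 among them. Over 1.5-fold these were 573 and 4. Without replicate 1, 2 or 3 the block called 1572, 2195 and 5618 lower and 3, 738 and 43 higher. TMM called 811 lower and 252 higher, and 1760 and 112 peaks had an unadjusted p under 0.05. Leaving out libraries gave 9 lower without untreated replicate 1, 87 and 15 without untreated replicates 2 and 3, 91 and 303 without 2 h replicates 1 and 2, 104, 447 and 265 without 4 h replicates 1 to 3, and 32 and 700 without 24 h replicates 2 and 3. Higher calls were 3 without untreated replicate 2, 1 without 24 h replicate 2 and 2 without 24 h replicate 3. With replicate number 2 left out at all times 596 were lower and 62 higher, and with number 3 left out 279 and 0. Of the 14 peaks named here by the rule and past the test, 5 passed without untreated replicate 1 or without untreated replicate 3 (Cyct, Lefty1, NR_027936, Prss42 and Renbp each time), 6 without 24 h replicate 2 and all 14 with TMM. Leaving out all 4 libraries of replicate 1, limma called 1 lower, Lefty1. All 3 treated libraries lay below all 3 untreated ones at 14.9% of peaks and above them at 1.39% (5% by chance holds for a single peak, and peaks are not independent).

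**Figure D2:**
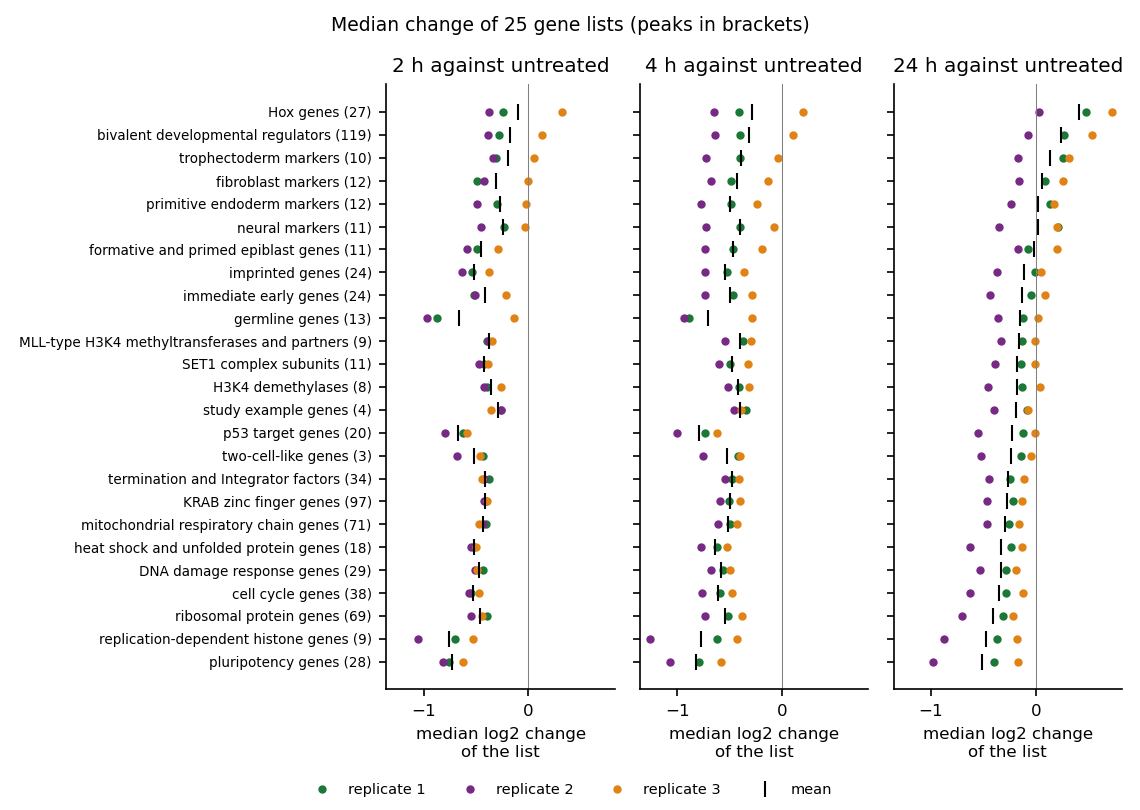
Median log2 change of H3K4me3 in the 25 gene lists at 2, 4 and 24 h. Each point is 1 pair of a treated and an untreated library with the same replicate number, black ticks are the mean of the 3 pairs, and brackets give the peaks per list. On this calibrated scale the Hox mean at 24 h lies above 0 with pairs at 0.48, 0.028 and 0.72, while pluripotency pairs lie at -0.40, -0.98 and -0.17. The calibrated Hox pairs lie at -0.244, -0.373 and 0.321 at 2 h and at -0.414, -0.648 and 0.201 at 4 h, so the replicates differ. With TMM, which removes a common change, the Hox median of the fit lies above 0 at 2 and 4 h as well.

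Between 4 and 24 h the mark rose at 891 peaks (7.06%), 665 of them over 1.5-fold, and fell at 1, Npas4 (chromosome 19, 4989607–4991202, -0.87, adjusted p = 0.021), an activity-regulated transcription factor gene named after its value was seen. With the replicate block 8510 peaks rose and 8 fell, and 624 rose when replicate 1 was left out. Cd80 went from 45 ± 15.8 to 192 ± 67.4 normalised reads (SD, n = 3; log2 change 2.06 ± 0.31, adjusted p = 0.0015), against 165 ± 23.7 in untreated cells. The stress genes Cdkn1a (0.92 ± 0.19, adjusted p = 0.0083), Btg2 (0.92), Pmaip1 (0.63) and Bag3 (0.59) rose, as did Emp3 (1.48 ± 0.33) and the formative gene Otx2 (0.75). Hox genes rose at 15 of 27 peaks (26 adjusted over the list alone, 27 with the block) and bivalent regulators at 49 of 119 (101 and 113), among them Neurog1 (1.19 ± 0.21, adjusted p = 0.0033), Nkx2-9 (0.93), Hoxc11 (0.93), Foxg1 (0.80) and Gata4 (0.77), and p53 targets at 8 of 20 (15 and 19). Lefty1 (-0.07), Prss42 (0.27) and Gtsf1l (-0.02) did not pass between these times. The library medians at 24 h were 0.22 to 0.36 above those at 4 h in all 3 pairs (exact permutation p = 0.3, without use of the pairs).

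The rise from 4 to 24 h rests on the calibrated scale and on few libraries. The block called 8510 higher and 8 lower, TMM 7 higher and 2 lower, and the fit of only these 2 groups 357 higher. Without replicate 1, 2 or 3 the block called 624, 9631 and 7104 higher. Without 24 h replicate 1 limma called 0 higher, without 4 h replicates 1 and 2 35 and 96, without 2 h replicate 1 457, without 24 h replicate 3 569, without untreated replicate 3 1491 and without 24 h replicate 2 7435. Npas4 was not called without 4 h replicate 1 or 24 h replicate 1, and 2 peaks were lower without untreated replicate 3 or 24 h replicate 2. Between 2 and 4 h, 0 peaks passed limma in either direction (150 lower and 0 higher at an unadjusted p under 0.05), and the block called 2 lower, Arhgap45 (-0.76) and Renbp (-0.98), adjusted p = 0.049 each. Between 2 and 24 h, 0 passed either way (13 lower and 2149 higher at an unadjusted p under 0.05), against 28 lower and 4862 higher with the block and 45 and 14 with TMM. The blocked rise fell to 7 peaks without replicate 1 and was 8111 and 3157 without replicates 2 and 3. Without 24 h replicate 2 limma called 2692 higher and 3 lower, without 4 h replicate 2 102 higher and 1 lower, and without 4 h replicate 3 and 2 h replicate 3 18 and 4 higher.

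**Figure D3:**
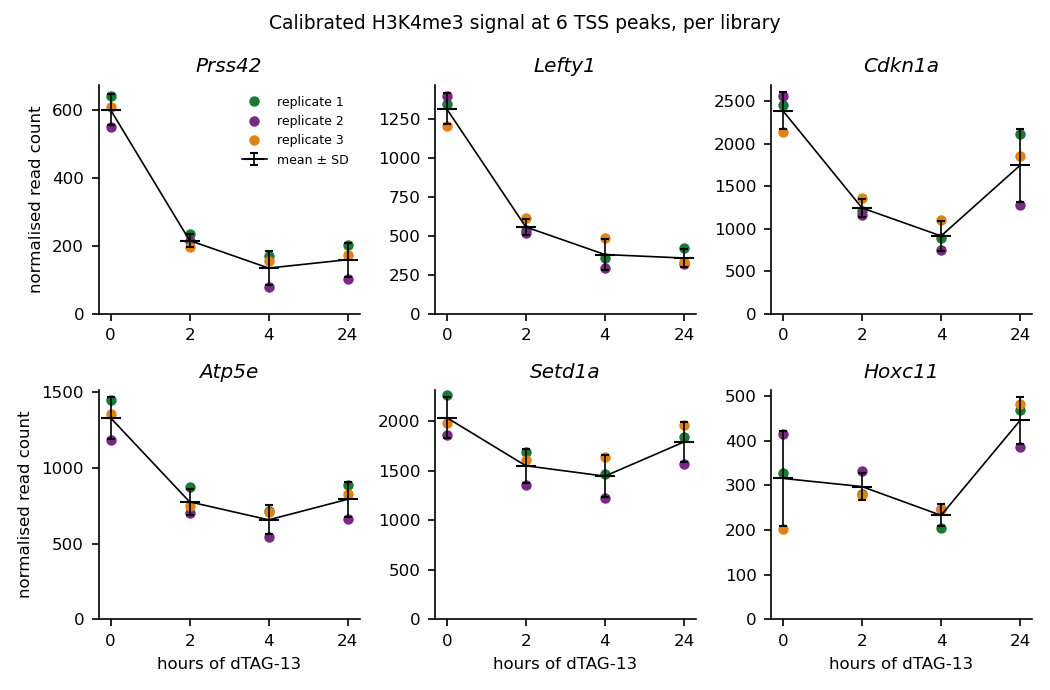
Normalised read counts at 6 named peaks in each library against time of dTAG-13 treatment (0, 2, 4 and 24 h, equally spaced). Points are libraries, coloured by replicate number, and black marks joined by a line are the mean ± SD (n = 3). Lefty1 and Prss42 stay low at 24 h (356 and 158), Cdkn1a is at 1744 after 913 at 4 h, and Hoxc11 stands at 446 against 316 in untreated cells.

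The same peaks tended to be lower at all times. Of 2651 peaks lower at 2 h and 6220 at 4 h, 2623 were lower at both, where independent lists of these sizes would share 1307 and simulated unchanged groups against the same untreated libraries shared 1.65. At 2 and 24 h 156 were shared (34.5 independent, 1.04 simulated, 4056 with the block), and at 4 and 24 h 164 (80.8 and 0.39, 4090 with the block). Draws without effects mostly call few peaks, so the simulated means cannot gauge the overlap of lists of these sizes. Single draws shared up to 93 lower peaks at 2 and 4 h and up to 2004 higher peaks at 4 and 24 h. The block shared 9381 at 2 and 4 h. Across peaks, which are not independent replicates, the log2 changes correlated at 0.89, 0.72 and 0.71 (0.50 simulated), and their covariances of 0.052, 0.039 and 0.049 exceeded the simulated 0.0115 by 0.041, 0.027 and 0.037. With 3 untreated libraries the controls could not be split, and part of the overlap may come from their being shared.

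The median decrease was larger at promoters with few CpG than at CpG-dense ones in all 3 pairs at each time. In the lowest of 5 equal bins of CpG content (under 3.22 per 100 bp) the median log2 change was -0.54 at 2 h, -0.69 at 4 h and -0.33 at 24 h, and in the highest bin (over 6.19) it was -0.25, -0.28 and 0.03. CpG-poor promoters thus kept 68.9%, 62.0% and 79.3% of the mark, and CpG-dense promoters 84.3%, 82.2% and 102%. The difference between these bins lay at -0.31 to -0.27 at 2 h, -0.42 to -0.38 at 4 h and -0.49 to -0.31 at 24 h in the 3 pairs. Untreated libraries alone differed in it by 0.003, -0.19 and 0.20 from their mean. The exact permutation, which does not use the pairs, includes this difference between replicates and gave p = 0.2, 0.1 and 0.2 at 2, 4 and 24 h. At 4 h 68.0% of the lowest and 20.7% of the highest bin passed as lower (95.5% and 66.0% with the block), against 32.9% and 6.85% at 2 h (88.8% and 55.3% with the block) and 4.28% and 0% at 24 h (56.4% and 4.0% with the block). Across peaks the change correlated with CpG density at Spearman rho 0.51, 0.59 and 0.57, and with GC content held fixed the rho was 0.38 at 2 h and 0.30 at 24 h. Wider peaks were slightly lower (rho -0.23, -0.16 and -0.25; exact permutation p of the bins 0.4, 0.5 and 0.4), and the level of the peak was related to the change at rho 0.16, 0.28 and -0.10 (exact permutation p = 0.5, 0.2 and 0.7). Medians of the 20 chromosomes spanned 0.08, 0.11 and 0.10 on the log2 scale at 2, 4 and 24 h, from -0.42 on chromosome 7 to -0.33 on chromosome 13 at 2 h.

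**Figure D4:**
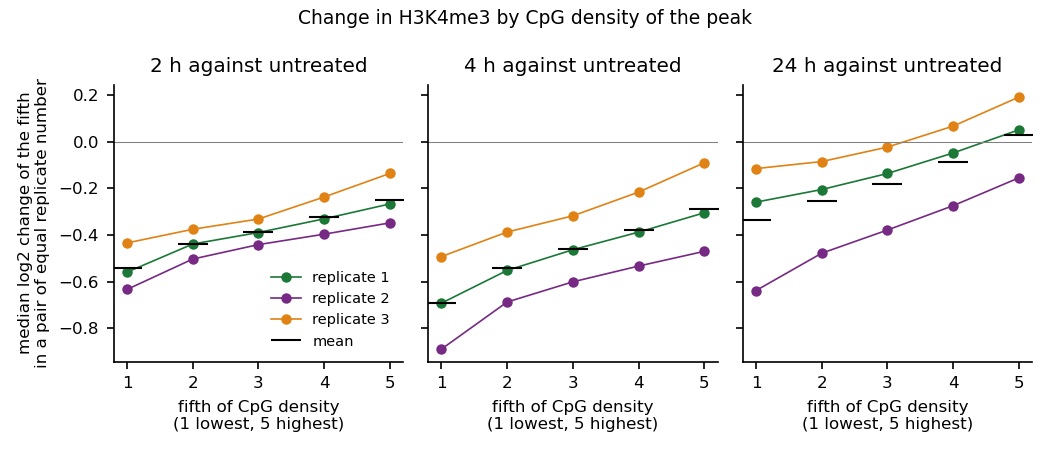
Median log2 change of H3K4me3 in 5 equal bins of peaks by CpG content (1 lowest, 5 highest) at 2, 4 and 24 h against untreated. Points are the 3 pairs of libraries with the same replicate number and black dashes their mean. The lowest bin lies below the highest in all 9 pairs.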

Values the study reported

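The study reported 14,065 H3K4me3 peaks associated with a TSS, out of a set of 20,633 TSSs. In RNA of the dTAG-SET1A/B line after 2 h of dTAG-13, it reported 2928 genes with significantly reduced expression and 745 with increased expression. For the mark itself, the study described the cChIP-seq losses of H3K4me3 at promoters as only very modest at the times measured. It found that these losses did not correlate significantly with the reduced expression. The RNA counts were not compared with the peaks here.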

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

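The tests of explanations and the counts of splits in this part were chosen after the results were seen.

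The change against untreated cells differed between 24 h and 4 h at 891 peaks that were higher and 1 that was lower, by a direct test of the difference, in which the untreated libraries cancel. With the replicate block these counts were 8510 and 8. The named peaks that were higher at 24 h than at 4 h included Cd80 (2.06), Emp3 (1.48), Cdkn1a (0.92), Btg2 (0.92), D1Pas1 (0.84), Pmaip1 (0.63) and Bag3 (0.59). Those of germline and imprinted genes were Stra8 (0.81) and Phlda2 (0.70). Hoxc11 (0.93), Hoxb13 (0.91), Hoxa6 (0.88), Hoxc13 (0.78) and Hoxb7 (0.74) were the Hox genes among them. Developmental regulators were Neurog1 (1.19), Nkx2-9 (0.93), Foxg1 (0.80), Dlx3 (0.75), Otx2 (0.75), Sox10 (0.71), Olig2 (0.70), Neurog2 (0.70) and En1 (0.63), and endoderm and trophectoderm genes were Amn (0.78), Gata4 (0.77), Cdx2 (0.77), Pdgfra (0.75) and Tfap2a (0.62). With TMM 7 peaks were higher and 2 lower, and without 24 h replicate 1, 0 were higher.

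Lists also differed between times by the set test, given here as the list median less the median of all peaks, from the fit of all libraries. Between 2 and 4 h, endoderm markers (-0.183), trophectoderm markers (-0.128) and bivalent regulators (-0.0674) were relatively lower, and none of the 3 were called with TMM. Between 4 and 24 h Hox genes (0.403), p53 targets (0.315), trophectoderm (0.306), endoderm (0.242), neural (0.202) and fibroblast markers (0.172), bivalent regulators (0.240) and imprinted genes (0.122) were relatively higher. Ribosomal protein (-0.136), mitochondrial respiratory chain (-0.0879), DNA damage response (-0.0836), KRAB zinc finger (-0.0779) and termination genes (-0.0617) were relatively lower, as were pluripotency genes by the set test, although their median (0.0164) lay above that of all peaks. Between 2 and 24 h Hox genes (0.361), p53 targets (0.221), bivalent regulators (0.202), imprinted genes (0.144), formative genes (0.137), trophectoderm (0.105) and endoderm markers (0.0823) were relatively higher. Ribosomal protein (-0.178), KRAB zinc finger (-0.0955), DNA damage response (-0.0949), respiratory chain (-0.0936) and termination genes (-0.0738) were relatively lower, again with pluripotency genes, whose median was 0.0482. The replicate block lost the call of bivalent regulators between 2 and 4 h. Between 4 and 24 h it lost termination, pluripotency, DNA damage response, fibroblast and neural lists, and between 2 and 24 h termination, pluripotency, DNA damage response, endoderm and trophectoderm lists. With it formative and immediate early genes became relatively higher between 4 and 24 h. With an estimated correlation none of these calls held (adjusted p = 0.987 between 2 and 4 h, at least 0.563 between 4 and 24 h and 0.926 between 2 and 24 h, and with the block at least 0.937 in each).

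The first pattern weighed is the lower level of H3K4me3 at 2 and 4 h. A single scaling error per library moves all peaks alike, and the change in the lowest CpG bin less that in the highest was -0.405 at 4 h (pairs -0.417 to -0.384), so such an error cannot make the unequal part of the fall. Peaks chosen for their signal in untreated libraries would fall most where the signal is weak by selection. From the lowest to the highest of 5 bins of signal, the median changes at 4 h were -0.597, -0.482, -0.449, -0.420 and -0.382. Within pairs the bin of highest signal had a mean change of -0.384 (-0.466 to -0.316), which argues against that choice as the whole cause. Whether it adds to the larger fall at weak peaks cannot be told apart. An error in the spike-in calibration as the cause of the median shift of -0.448 (-0.586 to -0.294) cannot be told apart from a loss of the mark, because the calibration is the only reference for the level in the table used here. The study also measured bulk H3K4me3 by western blot against H3, without the spike-in, and reported a very modest loss that was not significant. The removal of SET1A/B and an effect of dTAG-13 itself on the mark were not tested, since these libraries hold no untagged cells given the compound and the other experiments of the study were not used.

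The second pattern is the larger fall at peaks with fewer CpG. Given GC content, CpG density still correlated with the change at 4 h (partial Spearman computed within each pair and averaged, 0.466, pairs 0.314 to 0.551) and at 24 h (0.255, 0.155 to 0.400), which argues against a GC bias between libraries as the whole cause. At 24 h GC content given CpG density kept 0.191 and so may add a part. At 2 h this mean of the pairs was 0.308 and ranged from 0.0748 to 0.433 between pairs, so a GC bias cannot be told apart there. Signal level and width left 0.476 at 4 h (0.405 to 0.583), and the smallest of the 9 differences between bins within pairs was -0.266, in the same direction as the other 8, which argues against these and against a difference between replicate sets. No biological explanation was tested.

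The third pattern is the relative rise of Hox and bivalent genes and the relative fall of pluripotency genes at 24 h. In the fit without the replicate block it was a pattern of list medians. There no Hox or bivalent peak passed limma at 24 h, and only Lefty1 of the pluripotency peaks did. With the block, members of each of these lists passed. The authors' deposited table has 15 Hox and 31 bivalent peaks higher at 24 h, and 0 and 2 lower. The set test calls of these lists at 24 h were lost with an estimated correlation (lowest adjusted p 0.219). After removal of the trends with CpG density, GC content, level and width, the relative medians were 0.339 for Hox genes (0.535 before, pairs 0.259 to 0.392), 0.158 for bivalent regulators (0.399 before, 0.107 to 0.230) and -0.192 for pluripotency genes (-0.341 before, -0.302 to -0.135), so these trends are part of the pattern and not all of it. Gene by gene within pairs, the relative change of pluripotency genes from 4 to 24 h had a median of 0.0126 (-0.0701 to 0.104), with a median absolute deviation of 0.171 between genes. Their relative fall was thus present at 4 h (list median -0.818, all peaks -0.458, means of pairs) and did not grow. Whether a shift of the cells away from the pluripotent state after 4 h held back their return cannot be told apart. Their median reached -0.517 at 24 h. Of lists near their level at 4 h, p53 targets (-0.789) returned to -0.225 and histone genes (-0.771) to -0.476. Whether such a shift made the Hox genes rise, by 0.358 over this interval (0.227 to 0.425), cannot be told apart, since the relative median of pluripotency genes moved by 0.0642 (0.0416 to 0.0956) while 13 of 28 went down, and the set test, which called them lower, lost that call with the block and with an estimated correlation. These values are means over pairs, and so differ from the 0.0164 and 0.403 of the fit above.

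The 10 splits of 6 libraries are too few for a share under 0.05. With 2 h against untreated the real split called 2651 peaks and the highest other 0 (1 of 10 splits as large), with 4 h 6220 and 0 (1 of 10) and with 24 h 164 and 0 (1 of 10). For the lists these numbers were 9 and 14 at 2 h (7 of 10), 4 and 16 at 4 h (10 of 10) and 14 and 15 at 24 h (4 of 10), and among the splits that part all pairs, as the real one does, the highest others were 13, 9 and 11. Between 4 and 2 h the real and the highest other count were 0 and 0 (10 of 10). Between 24 and 4 h they were 892 and 4425 (2 of 10), where the split with 4425 set 24 h replicates 1 and 3 and 4 h replicate 3 against the rest, and between 24 and 2 h they were 0 and 1625 (10 of 10), again with 24 h replicates 1 and 3 and 2 h replicate 3 on one side. Both put the replicate 3 libraries on one side and the replicate 2 libraries on the other, which points to a structure of the samples that follows the replicate numbers. With the replicate block 8510 peaks were higher at 24 h than at 4 h and 4862 higher than at 2 h, but without replicate 1 only 624 and 7. Without the block, the other splits that part all pairs gave 0 in both comparisons.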

How the results depend on the processing

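The replicate block in the overlaps and with fry, the estimated correlation together with TMM or the block, the partial correlations and the block without a replicate number were chosen after seeing the data.

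Over 46 main results and 497 alternatives, 344 left the value on the same side or within its spread and 153 moved it. Of 7839 alternatives over 390 other results, 6644 did the same, 727 were weaker, 365 stronger, 95 moved and 8 reversed. A mean of at least 100, pseudocounts of 0.5 and 10 and the mean over the peaks of a gene changed no count by more than 1.5 times. The filter on low values and the overlap of the peak list with the table moved nothing, since they remove no peak. The DESeq2 Wald test on counts was not run, and the authors' deposited table has no comparison between times. There were no rows other than TSS peaks to compare with or to add. The cause of the changes below was not tested, except that TMM, median-of-ratios and library totals remove a common shift by construction, and leaving out libraries leaves fewer samples.

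With TMM 197 peaks were lower and 50 higher at 2 h, 1079 and 608 at 4 h, 811 and 252 at 24 h, 2 and 7 between 4 and 24 h, and 45 and 14 between 2 and 24 h. With median-of-ratios these were 186 and 48, 990 and 650, 772 and 302, 3 and 9, and 35 and 15. Both reversed 4 named peaks at 4 h, with Spice1 at 0.32 and 0.33 (adjusted p = 0.019 each), Cxxc1 at 0.022 and 0.031, Hoxc13 at 0.027 and 0.036 and Nkx2-9 at 0.0024 and 0.011. Library totals placed the median of all peaks at 0.038 at 2 h and 0.036 at 4 h.

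With the replicate block 9606 peaks were lower and 1 higher at 2 h, 10737 and 2 at 4 h, 4102 and 221 at 24 h, 2 lower between 2 and 4 h, 8 lower and 8510 higher between 4 and 24 h, and 28 and 4862 between 2 and 24 h. All peaks past the test without the block were past it with the block. Of the lists past the set test against untreated cells the block lost none. Between times it changed the relatively lower lists from 3 to 2 between 2 and 4 h, from 6 to 3 between 4 and 24 h and from 6 to 3 between 2 and 24 h, and the relatively higher ones from 7 to 5 between 2 and 24 h. The authors' deposited table had 9698 lower and 1 higher at 2 h, 10863 and 2 at 4 h, and 4178 and 186 at 24 h. Only the 2 groups compared gave 6491 lower at 2 h, 273 lower at 24 h, 357 higher between 4 and 24 h and 88 higher between 2 and 24 h.

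Leaving out a library or a replicate number gave 0 to 6560 lower peaks at 2 h, 20 to 8352 at 4 h and 1 to 700 at 24 h, 0 to 62 higher at 24 h, 0 to 2 lower and 0 to 7435 higher between 4 and 24 h, and 0 to 4 lower and 0 to 4143 higher between 2 and 24 h. Where this left a group with 2 libraries, the spread was pooled over the groups. The median of all peaks lay at -0.42 to -0.30 at 2 h, -0.50 to -0.34 at 4 h and -0.24 to -0.0089 at 24 h. With the block and without replicate 1, 2 or 3, 5415, 8424 and 10313 peaks were lower at 2 h, 7523, 8950 and 11573 at 4 h, and 1572, 2195 and 5618 at 24 h, where 3, 738 and 43 were higher. Between 4 and 24 h 624, 9631 and 7104 were then higher, and between 2 and 24 h 7, 8111 and 3157. Lower were 0, 9 and 278 between 2 and 4 h, 0, 4 and 13 between 4 and 24 h, and 1, 12 and 66 between 2 and 24 h. Each of the named peaks was taken at 2, 4 and 24 h. Of the 167 of these results past the test, 160 were weaker without replicate 1, 98 without untreated replicate 1, 84 with TMM and 0 with the block, while the block called 76 of the other 124.

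None of the lists past the set test at 2, 4 or 24 h, lower or higher, was called with an estimated correlation, alone, with TMM or with the block (0 lower and 0 higher each). By fry 0 lists were lower and 0 higher at 2 h, 17 and 0 at 4 h and 0 and 0 at 24 h, and with the block 19 and 0, 23 and 0, and 9 and 0. With the block and camera 10 lists were relatively lower at 2 h and 9 at 4 h, and with TMM 5 were lower and 1 higher at 4 h. Without a replicate number 0 to 6 lists were higher at 2 h, 3 to 10 lower and 0 to 3 higher at 4 h.

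The correlation of the change with CpG content at 2 h (0.51) was 0.45 with CpG observed over expected, 0.37 with GC content, 0.38 with GC content held fixed (over the mean of the libraries, not within pairs), 0.48 with level and width held fixed and 0.45 to 0.51 without a replicate number. At 4 h (0.59) it was 0.32 with GC content and 0.51 to 0.60 without a replicate number, and at 24 h (0.57) 0.41 with CpG observed over expected and 0.30 with GC content held fixed. The difference between the lowest and highest bins was -0.26 at 2 h and -0.28 at 24 h with CpG observed over expected, and -0.19 at 2 h and -0.21 at 4 h with GC content. The correlation with level at 24 h (-0.10) was -0.26 with total signal and -0.29 with the untreated level. Over 1.5-fold, 1390 peaks were lower at both 2 and 4 h, and with the block 9381 at 2 and 4 h, 4056 at 2 and 24 h and 4090 at 4 and 24 h.

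The lowest value of a library stood for at least 9 reads, and what depth limits was not tested apart from the spread between replicates.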

Other observations

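The groupings of peaks in this part were chosen after the results were seen, and no explanation is attached to their values.

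At 406 peaks with under 2 CpG per 100 bp the median log2 change was -0.72 at 2 h, -0.96 at 4 h and -0.45 at 24 h, with 117, 246 and 28 past the test as lower (362, 394 and 224 with the replicate block). At 692 peaks with over 8 CpG per 100 bp it was -0.22, -0.25 and 0.08, with 27, 86 and 0 lower by limma and 322, 379 and 6 with the block, which also called 0, 1 and 61 higher. Relative to all peaks the CpG-dense ones lay 0.15, 0.20 and 0.23 higher.

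The 262 peaks only of long non-coding RNA genes had medians of -0.51, -0.61 and -0.16, with 61, 132 and 11 lower (185, 213 and 89 with the block). The 1373 peaks shared by 2 genes on opposite strands had -0.39, -0.46 and -0.24, and at 24 h lay below the median of all peaks by 0.10 to 0.06 in the 3 pairs. The 403 peaks of the X chromosome had -0.41, -0.48 and -0.15. The widest 5% of peaks (631) had -0.52, -0.62 and -0.29, with 71, 251 and 2 lower and 611, 621 and 358 with the block.

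Between 4 and 24 h the rise was larger at peaks of low signal. In 5 equal bins of signal level from lowest to highest the medians were 0.51, 0.36, 0.29, 0.24 and 0.21, and 18.3%, 10.3%, 4.56%, 1.58% and 0.515% of peaks passed the test as higher. By CpG content the medians were 0.34, 0.27, 0.27, 0.29 and 0.31.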
